A study of Mus musculus with 5 samples.

How the data were processed

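Messenger RNA was measured in lymphatic endothelial cells (LECs) sorted from mouse lymph nodes, in 3 control and 2 knockout libraries. Per the labels' protocols, cells negative for CD45 and TER119 and positive for CD31 and podoplanin were frozen after sorting, and RNA was extracted with a column kit. Full-length cDNA was made from 4 ng of total RNA with the SMART-Seq v4 kit and 10 cycles of amplification, per the labels' protocols. Tagmentation with the Nextera XT kit started from 600 pg of cDNA and was followed by 12 further cycles, and the libraries were read as single 50-base reads on a HiSeq 4000. These kits do not mark the strand of the RNA, so reads from a gene and from an overlapping antisense gene cannot be told apart. Amplified reads without molecular identifiers are not independent molecules.

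The deposited table holds raw read counts per Ensembl gene, with 1 column per library, per the file headers. The submitters' processing notes name bcl2fastq 2.17.1.14, TopHat2 2.0.14, Bowtie2 2.1.0, HTSeq 0.6.1 and the mouse build mm10. The role and settings of each tool, the annotation release and the treatment of reads that map to several places are not given in the sources used here. The table had 27843 genes, of which 27648 were matched by identifier to GENCODE M21 or its name table, whose genome is the same build. Gene positions, exon lengths and GC content were taken from that annotation and are given 1-based on mm10. Library totals were 52839375 to 70171307 counts, so 1 CPM (counts per gene scaled to library size) stood for 52.8 to 70.2 reads before TMM scaling. The TMM factors, by which library sizes were then scaled, were 0.974 to 1.028.

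Groups were taken from the genotype in the labels: the control mice carried Rankl flox/flox, and the knockout mice carried Ccl19-Cre as well. The labels call the animals littermates without saying which share a litter, and they do not say how many animals went into a library. P-values therefore measure the spread between these 5 libraries. Replicate numbers were not used as a block in the test.

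Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (minimum count 10), library sizes were scaled with TMM, and dispersions were estimated robustly. The quasi-likelihood F test (glmQLFit, robust, legacy form) compared knockout with control, and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. Log2 fold changes are knockout minus control. Each standard error (SE) is the log2 fold change divided by the square root of F. CPM values use TMM-scaled library sizes and are given as mean ± SD over libraries.

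42 gene lists were fixed before the data were examined, from general knowledge of lymph node stroma, RANK signalling, RNA quality and the other cells that such a sort could hold. The 41 lists with at least 3 measured members were tested with camera (limma 3.58.1) on voom log2 CPM, at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. Camera asks whether the genes of a list rank higher or lower than the other genes. It was repeated with a correlation estimated for each list, and fry gave a self-contained test. Adjusted p-values beside a list are from camera unless another test is named.

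The genes to be named were also set by rule before the data were examined: Tnfsf11 and Tnfrsf11a, and the 12 higher and the 12 lower genes with the largest absolute change. The latter had to pass the threshold, have a mean log2 CPM of at least 1 and have both knockout libraries on one side of all control libraries, with predicted genes left out. Up to 4 members with the smallest p were named from each list, and members that did not pass are given as values only. Of the members this rule takes, 2 are not reported here. Pecam1, Pdpn, Ptprc, Vcam1, Icam1, Lyve1, Itga2b, Csf1, Flt4, Mmrn1 and Ccl19 fall outside this rule and were chosen after their values were seen.

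The alternatives set before the data were examined were RLE size factors, library totals alone, no filter on low counts, filters at 1 and 10 CPM in 2 libraries, DESeq2 1.42.0, limma-voom, edgeR without robust estimation, edgeR's newer quasi-likelihood fit, a threshold of 0.1, the replicate number as a block, and leaving out each library in turn. With a library left out, 15308 to 16643 genes were tested, against 15874 with all libraries. List medians from those fits may therefore rest on different members. An offset for exon length and GC content was added after the data were seen. It used a loess (span 0.5) of each library's deviation from the gene mean, within the same edgeR fit. A camera test of the Ccl19 region list without Ccl21a was also added after the data were seen.

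The test was tried on simulated counts drawn from the means and library sizes of the 15874 tested genes in the same design of 3 and 2 libraries, with 200 genes changed. It called 92.4% of genes changed by log2 2, 59.7% of those changed by log2 1 and 11.9% of those changed by log2 0.5. Of the calls, 6.8% were unchanged genes, and 0 of 40 unchanged lists passed camera. A draw from means and library sizes does not set how the genes of a list vary together. The 0 of 40 is therefore no rate of false calls for lists whose genes do so. In the 12 real lists that passed camera the estimated correlation ran from -0.002 (blood endothelial) to 0.71 (cholesterol), against the preset 0.01. A simulated length trend of -0.2 log2 per doubling of length was reduced from -0.203 to -0.003 by the offset, and the unchanged genes called dropped from 169 to 15.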

Results

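LECs line the lymph-filled sinuses of a lymph node and carry RANK, the receptor of the cytokine RANKL. The libraries came from LECs of 8-week-old C57BL/6 mice, 3 from Rankl flox/flox controls and 2 from knockout mice in which Ccl19-Cre removes RANKL from Ccl19-expressing stromal cells. The comparison asks which LEC genes depend on stromal RANKL. Total counts were 70171307, 62247678 and 52839375 in control libraries 1, 2 and 3, and 53301671 and 59725200 in knockout libraries 1 and 2. Between 20359 and 21933 genes had at least 1 read. Spearman correlations of log2 CPM were 0.9902 to 0.9929 among controls, 0.9824 between the knockouts and 0.9773 to 0.9801 between groups. The first principal component (44.1% of the variance) separated the groups, and the second (29.4%) separated knockout 1 (score -60.65) from knockout 2 (score 40.85).

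Tnfsf11, which encodes RANKL (chromosome 14, 78277445 to 78308043), was near the detection limit in the sorted cells of both groups. It had 27, 13 and 9 reads in control libraries 1, 2 and 3 and 9 and 0 reads in knockout libraries 1 and 2, and the difference did not pass the test (edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 0.41). Because the deletion lies in stromal cells and not in LECs, these reads do not check the genotype. Tnfrsf11a, which encodes RANK (chromosome 1, 105780718 to 105847981), stood at 220 ± 0.635 CPM in controls (SD, n = 3) and 225 ± 44.1 CPM in knockouts (SD, n = 2). Its log2 fold change was 0.03 ± 0.13 (SE), and -0.19 without knockout 1. Of the genes that define the sort, Pecam1 (CD31) had a log2 fold change of 0.00 ± 0.09, Pdpn (podoplanin) 0.22 ± 0.12 and Ptprc (CD45) 0.10 ± 0.24, and Ptprc stood at 2.46 ± 0.294 CPM in controls and 2.64 ± 0.351 CPM in knockouts. Pdpn ranged from 0.05 to 0.36 with a library left out and Ptprc from -0.04 to 0.23, and with the length and GC offset they were at 0.11 ± 0.13 and 0.35 ± 0.24.

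Coch, which encodes cochlin, a secreted matrix protein, led the 12 largest falls in the sorted LECs of knockout mice. Counts from sorted pools do not separate a fall within LECs from a smaller share of the LECs that carry it. Coch (ENSMUSG00000020953, chromosome 12, 51593341 to 51605771) fell from 910 ± 305 CPM in controls (SD, n = 3) to 31.5 ± 0.709 CPM in knockouts (SD, n = 2), a log2 fold change of -4.85 ± 0.31 (SE, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 0.0076). Ccl21a, which encodes a ligand of the chemokine receptor CCR7 (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993), led the 12 largest rises. It rose from 29 ± 4.9 to 402 ± 367 CPM, a log2 fold change of 3.79 ± 0.57 (SE, edgeR quasi-likelihood with Benjamini-Hochberg adjustment, adjusted p = 0.02). Both Ccl21a knockout values lay above all controls, at 661 CPM in knockout 1 and 142 CPM in knockout 2. The log2 fold change was 2.28 without knockout 1. Ccl21a lost its call without each control library, without a filter on low counts and with the replicate number as a block. Near-identical copies of this gene lie next to it. How the counting treated reads that map to several copies is not given, so its level is uncertain.

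After Coch, the 12 largest falls included Col22a1 (log2 fold change -3.00 ± 0.17, SE), Lamb3 (-2.83 ± 0.35), Cdh11 (-2.58 ± 0.28), Col4a6 (-2.18 ± 0.19) and the tight junction scaffold Tjp1 (-2.14 ± 0.22). The epithelial transcription factor Ehf fell by 3.87 ± 0.84 on the log2 scale, from 10.1 ± 5.59 to 0.699 ± 0.794 CPM. Ccdc88b (-3.11 ± 0.34), Wdfy1 (-2.56 ± 0.24), Hs3st5 (-2.24 ± 0.19), Far2 (-2.23 ± 0.27) and Oit3 (-2.23 ± 0.23) completed the 12. Of these, Ehf lost its call with the length and GC offset at nearly the same fold (-3.81 ± 0.84, adjusted p = 0.053). It also lost it without each control library and without knockout 2 (log2 fold change -3.31 without control 1, -4.09 without control 2, -4.08 without control 3 and -3.02 without knockout 2), and stood at -6.19 without knockout 1. Lamb3 lost its call without control 3 and without either knockout library, and Ccdc88b, Cdh11, Col4a6, Far2, Hs3st5 and Oit3 lost theirs without control 3.

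The other large rises were Ccn5 (3.61 ± 0.82), S100a4 (3.48 ± 0.62), the smooth muscle actin gene Acta2 (3.44 ± 0.73), the Wnt ligand Wnt7a (3.16 ± 0.37), the endothelial transcription factor Sox17 (2.94 ± 0.46), Lgals3 (2.88 ± 0.55), the leukocyte integrin chain Itgb2 (2.82 ± 0.24), Ly6c1 (2.70 ± 0.35), Aqp7 (2.67 ± 0.30), Lims2 (2.60 ± 0.33) and Tm4sf20 (2.49 ± 0.45). The level in knockout 1 set much of the size of several of these. Ccn5 stood at 54.6 CPM in knockout 1 and 5.19 in knockout 2, and Acta2 at 35.8 and 4.50 CPM, against 2.44 ± 0.289 and 1.86 ± 0.0914 CPM in controls. Without knockout 1 the log2 fold change was 1.08 for Ccn5, 1.27 for Acta2, 1.96 for S100a4, 1.70 for Lgals3 and 1.52 for Tm4sf20. With the length and GC offset Ccn5 (3.48 ± 0.82, SE, adjusted p = 0.06) and Acta2 (3.36 ± 0.75, adjusted p = 0.054) lost their call at nearly the same fold. S100a4 shares 51.7% of its exon bases with the annotated gene Gm42674, and reads there cannot be assigned to either.

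**Figure D1:**
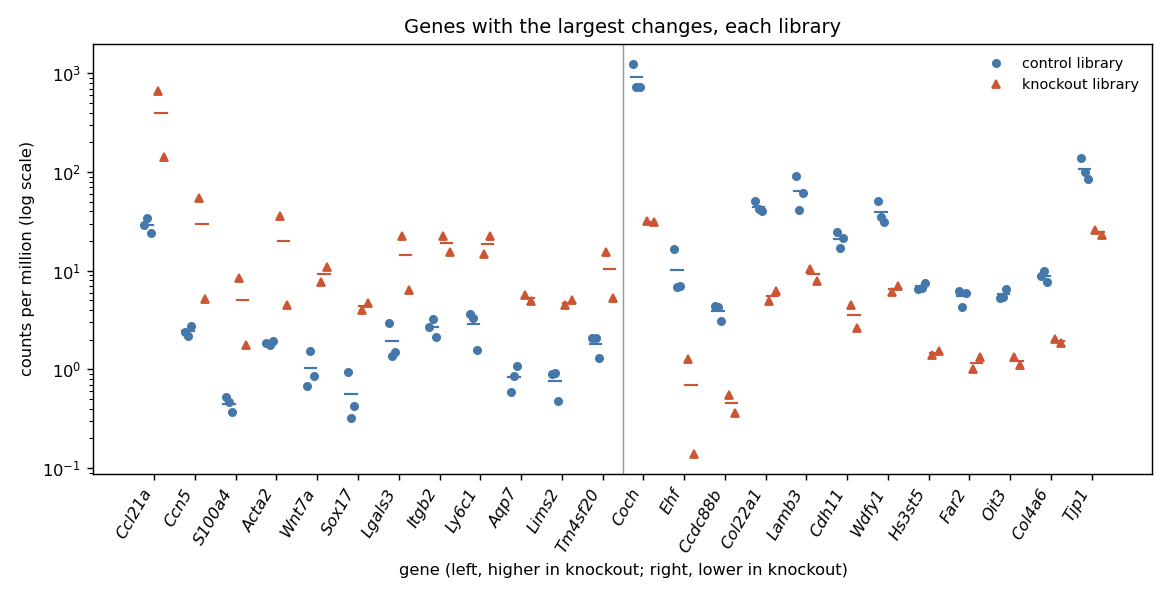
CPM (vertical axis, log scale) of the 12 genes with the largest rises and the 12 with the largest falls in knockout, 1 point per library (circles, 3 controls; triangles, 2 knockouts), with a bar at each group mean. Both knockout libraries lie on one side of all controls for each gene, and for Ccl21a they lie apart from each other, at 661 and 142 CPM.

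Of 15874 genes tested, 516 were higher and 634 lower in knockout at an adjusted p under 0.05 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment), and 213 and 206 of these changed by more than 2-fold. All 1150 had both knockout libraries on one side of all controls; 45.4% of all tested genes did so, against 20% by chance. The number called dropped to 266 without control 1, 173 without control 2 and 11 without control 3, was 1736 without knockout 1 and 1718 without knockout 2, and was 2720 with DESeq2 and 0 with the replicate number as a block. Longer genes tended to be lower in knockout, and with the length and GC offset 468 genes were higher and 384 lower, which takes the share of higher calls from 44.9% to 54.9%.

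Markers of LECs of the subcapsular sinus floor, the layer facing the lymph node cortex, were lower as a group. Of 17 measured, 0 rose and 4 fell (1 and 10 adjusted over the list alone), with a median log2 fold change of -0.59. The 4 were Coch, the platelet factor gene Pf4 (-2.13 ± 0.41, SE), the chemokine gene Ccl20 (-1.28 ± 0.26) and Madcam1 (-0.96 ± 0.19), which encodes an addressin. Members that did not pass over all genes included Itga2b (-0.61 ± 0.18), Csf1 (-0.53 ± 0.12), Vcam1 (-0.67 ± 0.18), Lyve1 (-0.57 ± 0.18) and Icam1 (0.41 ± 0.11). With a library left out, Vcam1 ranged from -0.98 to -0.42 and Lyve1 from -0.90 to -0.31, and both passed without knockout 2. The list passed camera (Benjamini-Hochberg adjusted p = 7e-04), with adjusted p = 0.68 with an estimated correlation. Without control 3, Coch kept its call and the other 3 genes lost theirs. Pf4 also lost its call without control 1 and without control 2, Ccl20 without control 2 and without either knockout library, and Madcam1 without control 1 and without either knockout library. The list shares Pf4 and Itga2b with the platelet and megakaryocyte list, which was lower as well (median -0.80).

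Markers of the sinus ceiling moved the other way. Of 13 measured, 4 rose and 0 fell (7 and 1 adjusted over the list alone), with a median log2 fold change of 0.61. The water channel Aqp1 rose from 69.6 ± 9.6 to 337 ± 132 CPM (log2 fold change 2.28 ± 0.24, SE), and Anxa2 (1.33 ± 0.21), the chemokine scavenger Ackr4 (1.23 ± 0.27) and the fatty acid carrier Fabp4 (1.03 ± 0.14) rose as well. The list passed camera (Benjamini-Hochberg adjusted p = 0.002), with adjusted p = 0.68 with an estimated correlation. It shares Fabp4 with the adipocyte list, and the adipocyte (median 0.73) and blood endothelial (median 1.09) lists were higher as well.

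Of 16 markers of medullary and cortical sinus LECs, 1 rose and 4 fell (3 and 6 adjusted over the list alone), with a median log2 fold change of -0.39. The scavenger receptors Mrc1 (200 ± 28.6 to 60.3 ± 5.96 CPM; log2 fold change -1.73 ± 0.15, SE), Marco (-1.51 ± 0.26) and Stab2 (-0.79 ± 0.10) fell, as did the lectin gene Clec4g (-1.63 ± 0.26). The list passed camera (Benjamini-Hochberg adjusted p = 0.026), with adjusted p = 0.68 with an estimated correlation. The median was -0.29 without control 1 and -0.24 without knockout 1, and neither fit kept the call. The macrophage list, which shares 0 genes with the other lists, had a negative median as well (-0.50, 1 higher and 2 lower). It did not pass camera (Benjamini-Hochberg adjusted p = 0.35). For the floor, ceiling and medullary lists, a change in the mix of sorted LECs was not told apart from a change within them.

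Genes of general lymphatic identity went both ways, with 4 of 28 higher and 4 lower (5 and 8 adjusted over the list alone, median 0.09, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment). Prox1, the transcription factor that specifies lymphatic fate, fell by 0.75 ± 0.11 on the log2 scale, from 1460 ± 103 to 868 ± 22.9 CPM. Stab2 and Itga9 (-0.69 ± 0.10) also fell, while Fgl2 (1.65 ± 0.19) and Mmrn1 (1.56 ± 0.25) rose, and Flt4, the receptor of VEGF-C, had a log2 fold change of -0.05 ± 0.21. Of 15 collecting vessel and valve genes, 3 were higher and 2 lower (5 and 6 adjusted over the list alone, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment). They included Neo1 (2.00 ± 0.36) and Esam (0.88 ± 0.09), and the median (-0.06) and mean (0.17) of the list differed in sign.

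**Figure D2:**
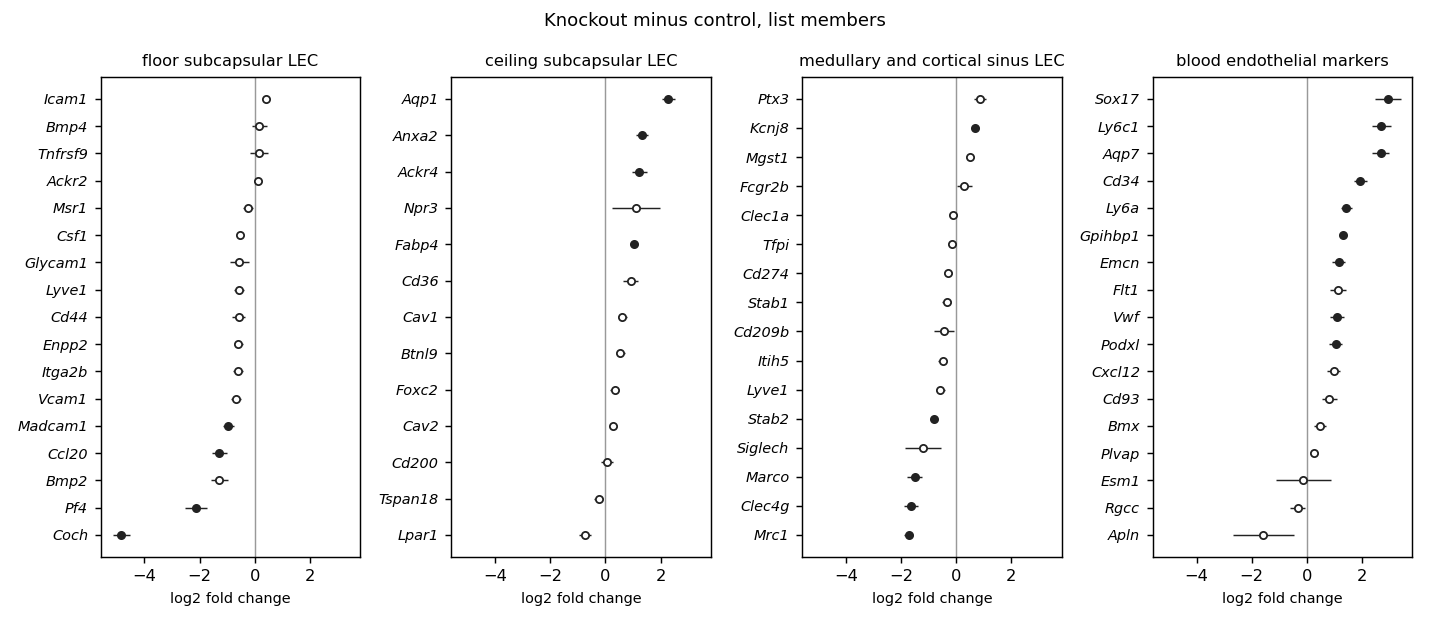
Log2 fold change, knockout minus control, of each measured member of 4 lists (horizontal axis), with bars of 1 SE. Filled points passed adjusted p 0.05 over all genes; floor markers lie mostly left of 0 (median -0.59), and ceiling and blood endothelial markers mostly right of it (medians 0.61 and 1.09).

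Markers of blood endothelium, a cell type that the podoplanin gate is meant to leave out, were the list with the smallest camera p. Of 17 measured, 9 rose and 0 fell (12 and 0 adjusted over the list alone), with a median log2 fold change of 1.09. Aside from Sox17, Ly6c1 and Aqp7, the stem and vessel marker Cd34 rose from 18.8 ± 5.46 to 71.9 ± 12.2 CPM (log2 fold change 1.94 ± 0.23, SE), and Ly6a (1.43 ± 0.19) and Gpihbp1 (1.31 ± 0.12) rose from below 10 CPM in controls. Ly6c1 and Ly6a belong to a cluster of similar genes, and their reads are uncertain. The list passed camera (Benjamini-Hochberg adjusted p = 3.9e-07), with adjusted p = 0.35 with an estimated correlation, and was the one list of 41 that passed fry in one direction (adjusted p = 0.032). Of 11 pericyte and smooth muscle markers, 3 rose and 0 fell (5 and 0 adjusted over the list alone, median 0.69, camera with Benjamini-Hochberg adjustment, adjusted p = 0.026, and adjusted p = 0.68 with an estimated correlation). These were Acta2, Kcnj8 (0.69 ± 0.13) and Mcam (0.54 ± 0.12), and the list did not pass without knockout 1 (median 0.42). With the length and GC offset 0 of the 11 markers passed the single-gene test. The 3 genes kept their direction there (Acta2 3.36 ± 0.75, Kcnj8 0.58 ± 0.13 and Mcam 0.48 ± 0.12).

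Of 6 platelet and megakaryocyte markers, 0 rose and 3 fell (0 and 4 adjusted over the list alone, median -0.80, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0095, and adjusted p = 0.68 with an estimated correlation). The 3 were Pf4, the podoplanin receptor gene Clec1b (-1.37 ± 0.12, SE) and Gp1ba (-0.99 ± 0.18). Of 4 adipocyte markers, 3 rose and 0 fell (3 and 0 adjusted over the list alone, median 0.73, camera with Benjamini-Hochberg adjustment, adjusted p = 0.026, and adjusted p = 0.68 with an estimated correlation). They were Fabp4, Car3 (4.02 ± 0.78, from 0.111 ± 0.0868 CPM in controls) and Pparg (0.44 ± 0.09). Car3 stood at 3.00 CPM in knockout 1 and 0.791 CPM in knockout 2, with a log2 fold change of 2.77 without knockout 1, and lost its call there, without each control library and with limma-voom. The adipocyte median was 1.18 without knockout 1 and 2.76 without knockout 2. These fits tested 16643 and 16485 genes against 15874, so their medians need not rest on the same 4 markers.

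Other cell type lists did not pass camera (Benjamini-Hochberg adjusted p 0.15 to 0.91). Of 19 fibroblastic reticular and mesenchymal markers, 1 rose (Acta2) and 0 fell (1 and 0 adjusted over the list alone, median 0.53). The list passed camera at the preset correlation without knockout 2 (median 0.66) and had a median of -0.02 without knockout 1. With all libraries and an estimated correlation its camera adjusted p was 0.96. Ccl19 stood at 3.34 ± 1.40 CPM in controls and 2.38 ± 0.59 CPM in knockouts. Of 14 high endothelial venule markers, 3 rose and 1 fell (5 and 3 adjusted over the list alone, median 0.32), with Ackr1 at 1.15 ± 0.21 (0.72 without knockout 1) and Ubd at 0.59 ± 0.12. Of 17 macrophage markers, 1 rose and 2 fell (1 and 2 adjusted over the list alone, median -0.50, and -0.27 without control 2). Csf1r (-2.58 ± 0.53, from 1.5 ± 0.346 CPM in controls) and Mpeg1 (-2.27 ± 0.36) fell. Adgre1 had 0 reads in all controls and 35 in the knockouts together, at least 19.1-fold higher against a floor of 3 counts over the control group. Adgre1 lost its call without each control library and without either knockout library. With DESeq2, 0 macrophage markers were higher, but Adgre1 had no adjusted p there, so this is not a failed test of Adgre1. By the edgeR quasi-likelihood test, 0 of 11 dendritic cell markers passed over all genes (0 and 1 adjusted over the list alone, median -0.24, and -1.61 without knockout 1). With DESeq2, with limma-voom and without a filter on low counts, 1 dendritic cell marker was lower. Of 14 T and NK cell markers, Il7r fell (-3.90 ± 0.75, from 0.831 ± 0.278 CPM in controls) and 0 rose (0 and 1 adjusted over the list alone), and the median (0.33, and -1.33 to 0.72 with a library left out) had the opposite sign to the mean (-0.08) and the test. Of 15 B and plasma cell markers, Sdc1 fell (-1.29 ± 0.18) and 0 rose (0 and 1 adjusted over the list alone, median 0.26, and 0.02 to 0.59 with a library left out). Of 6 erythroid markers, 1 rose and 0 fell (1 and 0 adjusted over the list alone, median 1.15, and -4.80 to 2.12 with a library left out, the lowest without knockout 1, where most members are at or near 0 reads and the value is not a measured size). Of the neutrophil and mast cell markers 2 were measured, too few to test as a list, and Kit fell (-0.88 ± 0.15; 0 and 1 adjusted over the list alone).

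RANK pathway genes showed no shift as a group, with 0 of 23 higher and 2 lower (2 and 3 adjusted over the list alone, median 0.00, adjusted p = 0.85, camera with Benjamini-Hochberg adjustment). The 2 were the NF-kB subunit gene Rel (-0.79 ± 0.11, SE) and the adaptor gene Traf3 (-0.50 ± 0.10). Of 35 NF-kB target genes, 2 rose and 3 fell (7 and 9 adjusted over the list alone, median -0.04, mean 0.00, adjusted p = 0.91, camera with Benjamini-Hochberg adjustment), among them Ccl20, the lymphotoxin gene Ltb (-0.58 ± 0.11), Ccl7 (0.63 ± 0.12) and Tnfaip2 (0.61 ± 0.12). Of 19 lymphotoxin and TNF receptor genes, 1 rose and 2 fell (1 and 2 adjusted over the list alone, median 0.04, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment), with Tnfrsf12a at 0.87 ± 0.16 and Ngfr at -1.33 ± 0.21.

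Chemokines and chemokine receptors had 5 of 25 higher and 1 lower (7 and 1 adjusted over the list alone, median 0.58, adjusted p = 0.15, camera with Benjamini-Hochberg adjustment). The chemokine median was 0.08 without knockout 1 and 0.10 for genes of at least 10 CPM. Beside Ccl21a, 3 atypical receptors that bind chemokines without classical signalling rose, namely Ackr3 (1.37 ± 0.25, SE), Ackr4 and Ackr1. Of 38 cytokines and growth factors, 3 rose and 5 fell (5 and 7 adjusted over the list alone, median 0.01 and mean -0.06, which differ in sign, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment). Il1b had 141, 168 and 105 reads in control libraries 1, 2 and 3. It had 6 and 0 in knockout libraries 1 and 2 (log2 fold change -5.33 ± 0.84). With a library left out Il1b ranged from -10.09 to -4.33, so the size of its fall is uncertain. It lost its call without each control library. Tnfsf10, which encodes TRAIL, fell by 0.91 ± 0.11 on the log2 scale, and Pdgfa (0.85 ± 0.14) and Tnfsf9 (1.73 ± 0.31) rose. Of 18 macrophage niche factors, 0 rose and 3 fell (4 and 5 adjusted over the list alone, median -0.03, adjusted p = 0.73, camera with Benjamini-Hochberg adjustment). These were the complement gene C3 (3780 ± 354 to 1630 ± 176 CPM; log2 fold change -1.21 ± 0.14), the Notch ligand gene Jag1 (-0.91 ± 0.11) and Ltb.

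Of 29 adhesion molecules, 6 rose and 3 fell (9 and 7 adjusted over the list alone), with a median of -0.14, a mean of 0.08 and no shift by camera (Benjamini-Hochberg adjusted p = 0.92). Of 25 complement and coagulation genes, 4 rose and 5 fell (8 and 8 adjusted over the list alone, median -0.01, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment), with F8 at -1.01 ± 0.16, Plat at 0.99 ± 0.16 and Plaur at 0.97 ± 0.16. Of 38 extracellular matrix genes, 1 rose and 3 fell (4 and 6 adjusted over the list alone, median 0.06 against a downward test, adjusted p = 0.92, camera with Benjamini-Hochberg adjustment), and with the length and GC offset 3 were higher and 1 lower. Sparcl1 rose (2.21 ± 0.24), and the gelatinase gene Mmp9 (551 ± 127 to 164 ± 30.3 CPM; -1.75 ± 0.22), Nid1 (-0.64 ± 0.12) and Nid2 (-0.51 ± 0.12) fell.

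Signalling lists moved in both directions, and none of the following passed camera (Benjamini-Hochberg adjusted p 0.92 to 1). Of 27 TGF-beta and BMP genes, 3 rose and 4 fell (7 and 6 adjusted over the list alone, median 0.07), including Ltbp2 (1530 ± 167 to 560 ± 145 CPM; -1.45 ± 0.19, SE), Ltbp1 (-0.99 ± 0.10), Tgfbr1 (-0.73 ± 0.10) and Inhbb (1.26 ± 0.19). Of 15 Notch genes, 2 rose and 2 fell (4 and 3 adjusted over the list alone, median -0.13, mean 0.18), namely Jag1, Notch2 (-0.84 ± 0.11), Jag2 (1.13 ± 0.19) and Hey1 (0.73 ± 0.16). Of 22 Wnt genes, 3 rose and 2 fell (3 and 6 adjusted over the list alone, median -0.07, mean 0.21), with Wnt2 (1.03 ± 0.12) and Nkd1 (1.75 ± 0.29) higher and Sfrp1 (-1.35 ± 0.16) and Wnt11 (-0.98 ± 0.13) lower. Of 16 sphingosine phosphate and lipid mediator genes, Ptges (1.68 ± 0.35) and Ptgs1 (0.42 ± 0.08) rose and 0 fell (3 and 2 adjusted over the list alone, median -0.15). Ptges stood at 62.4 CPM in knockout 1 and 26.1 CPM in knockout 2, had a log2 fold change of 0.91 without knockout 1, and lost its call with limma-voom, without a filter on low counts and without each control library.

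Of 13 MHC class II genes, 0 rose and H2-DMb1 fell (-0.70 ± 0.16, SE, 1 and 3 adjusted over the list alone, list median -0.16, and -0.54 without knockout 2). H2-DMb1 lost its call without each control library, without either knockout library, with limma-voom and with library totals alone. It ranged from -0.81 to -0.60 with a library left out. Of 16 MHC class I genes, 0 rose and 2 fell, Nlrc5 (-0.67 ± 0.10) and Erap1 (-0.42 ± 0.08) (0 and 2 adjusted over the list alone, list median -0.08, adjusted p = 0.15, camera with Benjamini-Hochberg adjustment). This list passed with the length and GC offset (median -0.14, adjusted p = 0.01), without a filter on low counts (-0.09, adjusted p = 0.037) and without knockout 2 (-0.18). Its median was -0.03 without knockout 1, without control 3 and with the replicate block, where it did not pass. With all libraries and an estimated correlation its camera adjusted p was 0.96. None of 35 interferon response genes passed the test, over all genes or adjusted over the list alone (edgeR quasi-likelihood with Benjamini-Hochberg adjustment; list median -0.04).

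By camera with a preset correlation, hypoxia and glycolysis genes and heat shock genes were higher as groups and cholesterol synthesis genes lower, and with an estimated correlation none of these passed. Of 20 hypoxia and glycolysis genes, Egln3 (1.85 ± 0.30, SE) and Aldoa (0.56 ± 0.11) rose and 0 fell (5 and 0 adjusted over the list alone, median 0.25, camera with Benjamini-Hochberg adjustment, adjusted p = 0.002, and adjusted p = 0.68 with an estimated correlation). Of 19 cholesterol synthesis genes, 0 rose and 1 fell (0 and 1 adjusted over the list alone, median -0.22, camera with Benjamini-Hochberg adjustment, adjusted p = 0.029, and adjusted p = 0.96 with an estimated correlation). The cholesterol list median was -0.22 without control 1, -0.14 without control 3 and -0.04 without knockout 1, and it did not pass in these fits. Of 32 proliferation genes, 0 rose and Bub1b fell (-1.25 ± 0.15; 0 and 1 adjusted over the list alone, median -0.07). The proliferation list did not pass, except without knockout 1 (median -0.29).

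Of 13 heat shock genes, 4 rose and 0 fell (5 and 0 adjusted over the list alone, median 0.27, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0018, and adjusted p = 0.68 with an estimated correlation). They were Hspb1 (44.2 ± 9.06 to 144 ± 6.87 CPM; 1.70 ± 0.16, SE), Bag3 (0.78 ± 0.11) and the near-identical pair Hspa1a (0.74 ± 0.16) and Hspa1b (0.69 ± 0.10), whose reads are uncertain. Without knockout 2 the heat shock median was 0.10 and the list did not pass. Of 25 immediate early and dissociation genes, 2 rose and 1 fell (4 and 2 adjusted over the list alone, median 0.12, adjusted p = 0.27, camera with Benjamini-Hochberg adjustment), namely Fosl1 (1.22 ± 0.10), Ier3 (0.45 ± 0.10) and Fosl2 (-0.62 ± 0.12). Fosl1 shares 57.2% of its exon bases with Ccdc85b on the opposite strand. The 32 cytosolic ribosomal protein genes had a median of -0.14 (camera with Benjamini-Hochberg adjustment, adjusted p = 0.019, and adjusted p = 0.96 with an estimated correlation). By the edgeR quasi-likelihood test 0 passed over all genes or adjusted over the list alone. In this list 2 members were lower with DESeq2 and at 10 CPM, and 1 with library totals alone and with the length and GC offset. That list did not pass without control 1, without control 3 or without knockout 1 (medians -0.11, -0.14 and -0.08).

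The 9 mitochondrial transcripts had a median log2 fold change of 0.26 with 0 past the test over all genes or adjusted over the list alone, and took 0.185% to 0.333% of the counts of a library. The 5 sex-linked transcripts also had 0 past either test (median -0.20 against an upward test). Of 17 genes around Ccl19 on chromosome 4, 3 rose and 0 fell (6 and 0 adjusted over the list alone, median 0.24, camera with Benjamini-Hochberg adjustment, adjusted p = 0.01, and adjusted p = 0.68 with an estimated correlation). These were Ccl21a, Cntfr (1.69 ± 0.34, SE) and Il11ra1 (0.45 ± 0.10).

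Every called gene had both knockout libraries on one side of all controls, so leaving out a library could hardly change its direction. None of the called genes named here changed direction in those fits, but many lost their call. Of the 12 rises, 6 kept their call without control 1, 4 without control 2 and 0 without control 3, and of the 12 falls 11, 11 and 4 did. Beside these, the naming rule takes 84 called list members, of which 40, 28 and 1 kept their call without control 1, 2 and 3. With the length and GC offset, 19 of the genes named above lost their call (Ackr1, Acta2, Aldoa, Ccl7, Ccn5, Ehf, Erap1, Fosl2, Hey1, Hspa1a, Ier3, Kcnj8, Mcam, Nid1, Nid2, Nlrc5, Pparg, Traf3 and Ubd). Their adjusted p was then 0.05 to 0.13, and each kept its direction, many at a similar fold (Hey1 0.67 ± 0.16, Ackr1 1.02 ± 0.23, Hspa1a 0.65 ± 0.17, Mcam 0.48 ± 0.12). The folds that shrank most were those of Ier3 (0.28 ± 0.09) and Fosl2 (-0.42 ± 0.13). Exons shared with another annotated gene leave part of the reads uncertain for Pdgfa (26.1% of its exon bases), Ackr1 (25.7%), Hspa1a (19%), Sox17 (16.8%), Csf1r (15.1%), Tnfsf9 (14.9%), Icam1 (11.7%), Erap1 (11.5%) and Far2 (11.4%).

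**Figure D3:**
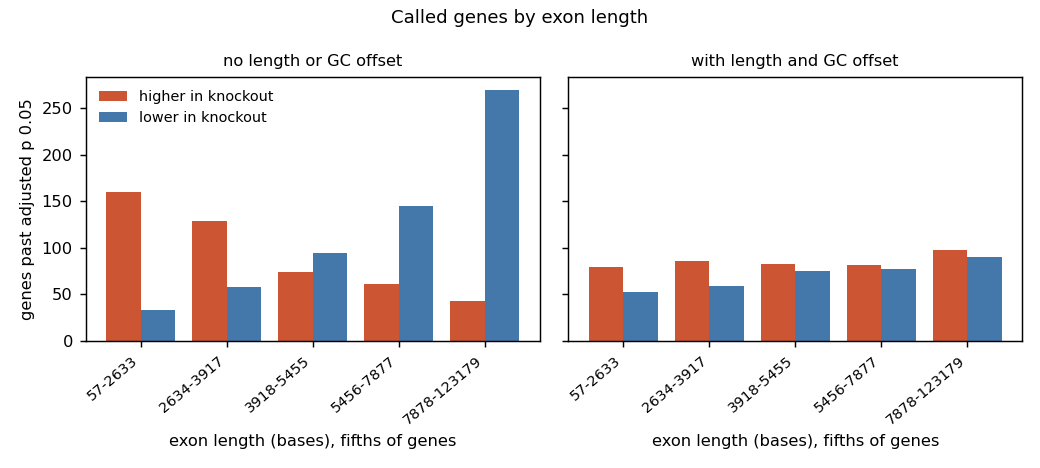
Genes past adjusted p 0.05 (vertical axis, number of genes) in 5 equal classes of 11180 genes by exon length in bases (horizontal axis), higher or lower in knockout, without (left) and with (right) the length and GC offset. Without the offset the class of shortest genes has 160 higher and 33 lower and the class of longest genes 43 and 270; with it these are 79 and 52, and 98 and 90.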

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

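The length and GC offset and the test of the Ccl19 region without Ccl21a were chosen only after the data were seen. Whether replicate numbers pair libraries across the groups was not settled: 2 numbers are shared, and the deviations of same-numbered libraries correlated at 0.012 and -0.216, but with 2 knockouts the deviations of one mirror those of the other. With the replicate block, which leaves 1 residual degree of freedom, 0 genes were higher and 0 lower (0 in all), with 2808 at an unadjusted p under 0.05, and the cholesterol and ribosomal medians were -0.14 and -0.13, without a call. The number of genes was 2720 with DESeq2 (1254 higher, 1466 lower) and 2546 at a threshold of 0.1 (1188 and 1358). With the length and GC offset 384 genes were lower. Leaving out 1 library gave 2 to 784 genes higher, 9 to 1125 lower and 11 to 1736 in all. Without control 3, 11 genes passed, and with 1 knockout left that library is assumed to vary like the controls. RLE, total counts, other filters, limma-voom and the other edgeR fits kept each count within 1.5 times. Of the 12 largest rises, Acta2, Ccn5, Lgals3, S100a4 and Tm4sf20 lost their call with limma-voom. Acta2, Ccl21a, Ccn5 and Lgals3 lost theirs without a filter on low counts. Of the 12 largest falls, Ehf lost its call in both fits and Lamb3 without the filter. Ccn5 and Ehf also lost theirs with library totals alone, and Ccn5 with the newer edgeR fit. Lists were not tested again with DESeq2, limma-voom, the other edgeR fits or the threshold of 0.1; in the other fits all 12 called lists kept their direction. All 12 lost their call with an estimated correlation, where 3 residual degrees of freedom limit the test, and all but the blood endothelial list with fry; the medians are unchanged by these tests (floor -0.59, ceiling 0.61, medullary -0.39, cholesterol -0.22, hypoxia and glycolysis 0.25, heat shock 0.27, blood endothelial 1.09, pericyte 0.69, platelet -0.80, adipocyte 0.73, ribosomal -0.14, Ccl19 region 0.24). At 1 CPM the cholesterol (-0.22) and adipocyte (0.45) lists lost their call, and at 10 CPM so did the medullary (-0.32), cholesterol (-0.17), pericyte (0.13), adipocyte (0.44) and ribosomal (-0.13) lists. With a library left out, calls were lost in the medullary (-0.58 to -0.24), cholesterol (-0.52 to -0.04), heat shock (0.10 to 0.41), pericyte (0.42 to 0.72) and ribosomal (-0.20 to -0.08) lists. The cause of these losses was not tested. Lists without a call passed camera in some fits: chemokines with the block (0.37) and without knockout 2, mesenchymal (0.66), erythroid (2.12) and MHC class I genes (-0.18) without knockout 2, MHC class I (-0.09) and dendritic genes without a filter, mitochondrial (0.48) and B cell (0.59) genes without control 1, and immediate early (0.26) and proliferation (-0.29) genes without knockout 1.

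Some results that did not pass also changed direction, none with a call. Pecam1 was at 0.00 with RLE, total counts, DESeq2 and the block, 0.01 at 1 and 10 CPM, 0.08 with the offset and -0.03 to 0.01 with a library left out. Ranges with a library left out were -0.19 to 0.21 for Tnfrsf11a, -0.04 to 0.23 for Ptprc and -0.44 to 0.24 for Flt4 (0.10 with the offset). Medians of lists whose test changed direction with the offset were 0.07 for RANK pathway, -0.09 for adhesion, 0.08 for lymphotoxin, 0.07 for matrix and -0.06 for Notch genes. At 1 CPM they were -0.06 for valve, -0.09 for Wnt and -0.11 for lipid mediator genes. At 10 CPM they were -0.13 for adhesion, 0.07 for cytokines, -0.02 for interferon, -0.09 for Wnt and -0.11 for lipid mediator genes. With the block they were 0.02 for interferon, 0.02 for complement, -0.14 for Notch and 0.12 for sex-linked genes, and -0.07 for Wnt genes with RLE, total counts and fry. With fry they were 0.09 for lymphatic identity, -0.06 for valve and 0.07 for TGF-beta genes. With a library left out the medians ranged from -0.19 to -0.03 for adhesion, -0.08 to 0.14 for cytokines, 0.00 to 0.15 for lymphatic identity, -0.25 to 0.07 for valve, -0.54 to -0.09 for MHC class II, -0.08 to 0.09 for interferon, -0.03 to 0.13 for lymphotoxin, -0.34 to 0.05 for complement, -0.09 to 0.11 for matrix, -0.08 to 0.17 for TGF-beta, -0.18 to 0.06 for Notch, -0.05 to 0.00 for Wnt, -0.28 to 0.00 for lipid mediator, -0.29 to 0.05 for proliferation, -0.09 to 0.26 for immediate early, -0.02 to 0.72 for mesenchymal, -1.33 to 0.72 for T cell, -4.80 to 2.12 for erythroid, -0.05 to 0.48 for mitochondrial and -0.14 to 0.59 for sex-linked genes. The cause was not tested.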

Other observations

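Genes grouped by the stem of their symbol gave 463 families with at least 5 measured members, a grouping applied after the data were seen. By camera with a preset correlation 16 passed (Benjamini-Hochberg over families), 2 of them also with the length and GC offset, and 0 with an estimated correlation (adjusted p = 0.91). Regulatory proteasome subunits (Psmd) were higher, with 2 of 14 past the single-gene test and a median log2 fold change of 0.25 (camera adjusted p = 0.0099, and 0.018 with the offset). Small ribosomal subunit genes (Rps) were lower, with 0 of 31 past the single-gene test and a median of -0.22 (camera adjusted p = 0.0099, and 5.1e-08 with the offset). Of 5 myosin light chain genes (Myl, median 0.48) 4 rose, of 7 beta-tubulin genes (Tubb, median 1.08) 2 and of 10 annexins (Anxa, median 0.32) 3, and these families did not pass with the offset. Myosin genes (Myo) went the other way without passing, with 3 of 18 lower (median -0.30, camera adjusted p = 0.057). The Dock family of guanine nucleotide exchange factors was lower, with 3 of 10 past the test (median -0.38, and -0.19 with the offset, where it did not pass). The medians of the families that passed kept their sign with RLE size factors, library totals and the offset.

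Xist, transcribed in female cells, and the Y-linked gene Ddx3y were both read in every library. Xist stood at 8.53, 29.1 and 34.9 CPM in controls 1, 2 and 3 and at 16.9 and 22.5 CPM in knockouts 1 and 2, and Ddx3y at 156, 54.2 and 69.0 CPM and at 90.2 and 66.3 CPM. No explanation of this was tested.

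The tests on Ccl21a and the genes around it were written after their values were known, and the offset was added after the length trend was seen; the other tests below were written before their results. The 5 libraries can be divided into 3 and 2 in 10 ways, and 1 division, the real one, gave as many genes as 1150; the highest of the others gave 0. With 10 divisions the share cannot go under 0.05.

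The log2 fold change fell with exon length, with a Spearman correlation of -0.31 across 11180 genes, which are not independent replicates. The slope of each library against the gene means was 0.043, 0.053 and 0.036 log2 per doubling of length in controls 1, 2 and 3, and -0.034 and -0.099 in knockouts 1 and 2. Among the 1150 called genes, 63.8% kept call and direction with the offset, which argues against the trend as the source of most calls. The offset left Coch and the other 3 called floor markers past the test, so the trend also does not account for the floor list. What produced the trend stays open, and a difference in RNA integrity or amplification that follows the groups may contribute, as may the genotype, since the labels give no batch.

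Blood endothelial markers were higher in knockout (median log2 fold change 1.09). The length trend does not account for this, since the list kept a camera adjusted p of 3.4e-07 with the offset (2.3e-10 to 0.35 over the alternatives, the highest with an estimated correlation). A second list of blood endothelial genes, written before its values were seen and sharing 0 genes with the other lists, was also higher (25 measured, median 0.45, 5 higher and 1 lower, camera p = 3.2e-05, and p = 0.033 with an estimated correlation), so blood endothelial cells among the sorted knockout cells are a candidate explanation, against the podoplanin gate that would remove them. Of the first list 9 of 17 and of the second 17 of 25 stood at 10 CPM or more in controls. A shift of LECs themselves toward these genes may equally give this pattern, and counts from sorted pools do not separate them.

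The rise of Ccl21a was weighed against 2 explanations. Extra gene copies carried by the Ccl19-Cre transgene cannot be told apart from an effect of the knockout, because every knockout library carries the transgene. Both knockout libraries lay above all controls and differed 4.67-fold, while controls differed at most 1.4-fold, and nothing here measures how alike 2 carriers of the transgene would be. The other 16 genes around Ccl19, tested without Ccl21a, had a median of 0.21 with Cntfr and Il11ra1 called (camera adjusted p = 0.026, and 0.68 with an estimated correlation). If fibroblastic reticular cells had entered the knockout sort, their other transcripts would rise with it, but the mesenchymal list had a median of 0.53 (SD of members 1.02) and Ccl19 a log2 fold change of -0.49 ± 0.41 (SE; -0.78 to -0.17 with a library left out), against 3.79 for Ccl21a. Without knockout 2 that list passed camera at the preset correlation (median 0.66) and Ccl21a stood at 4.50. With all libraries and an estimated correlation the list had a camera adjusted p of 0.96. Without knockout 1 the list and Ccl21a stood at -0.02 and 2.28. Reticular cells may therefore add to the level in knockout 1, against the CD31 gate that would remove them. Reads shared with copies of the gene, the transgene and a change in LECs stay open.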
